# Analyses of RNA-Seq and sRNA-Seq data reveal a complex network of anti-viral defense in TCV-infected *Arabidopsis thaliana*

**DOI:** 10.1038/srep36007

**Published:** 2016-10-26

**Authors:** Chao Wu, Xinyue Li, Song Guo, Sek-Man Wong

## Abstract

In order to identify specific plant anti-viral genes related to the miRNA regulatory pathway, RNA-Seq and sRNA-Seq were performed using *Arabidopsis* WT and *dcl1-9* mutant line. A total of 5,204 DEGs were identified in TCV-infected WT plants. In contrast, only 595 DEGs were obtained in the infected *dcl1-9* mutant plants. GO enrichment analysis of the shared DEGs and *dcl1-9* unique DEGs showed that a wide range of biological processes were affected in the infected WT plants. In addition, miRNAs displayed different patterns between mock and infected WT plants. This is the first global view of *dcl1-9* transcriptome which provides TCV responsive miRNAs data. In conclusion, our results indicated the significance of DCL1 and suggested that PPR genes may play an important role in plant anti-viral defense.

Plants develop a complex and effective defense system to resist pathogen infection during evolution. The conserved pathogen-associated molecular pattern (PAMPs) is participated in the first layer of the defense system, where the PAMP-triggered immunity (PTI) is initiated to prevent spreading of pathogens. Then an effector-triggered susceptibility (ETS) is started to respond to the effector proteins delivered by invading pathogens. Accordingly, plants subsequently evolved resistance (R) proteins or R genes in response to the effector proteins. This immunity is called ‘effector-triggered immunity’ (ETI), more rapid and robust that leads to disease resistance^1^.

Plant viruses are pathogens which infect plant cells and cause systemic symptoms. To explore the underlined mechanism of plant anti-viral system, a number of studies have been carried out in different plant species after virus infection to identify the virus-responsive transcriptomes^2^,^3^,^4^,^5^,^6^. Some of the gene expressions are common, while others are virus-specific. Belonging to the *Carmovirus* family, Turnip crinkle virus (TCV) is a positive-strand RNA virus that can infect *Arabidopsis*. Most *Arabidopsis* ecotypes are highly susceptible to TCV, except for the TCV resistant line Di-17 derived from ecotype Dijon. Inoculation of TCV in Di-17 results in necrotic lesion formation and a hypersensitive response on the inoculated leaves, while no disease symptoms were observed on the un-inoculated portions of most plants^7^,^8^. Five open reading frames are identified in the TCV genome^9^. The virus replication protein p28 and its read through product p88 are RNA-dependent RNA polymerases that are responsible for virus replication^10^. The movement proteins p8 and p9 help virus move from cell-to-cell^11^. The coat protein p38 enables the capsidation of virions and help to facilitate systemic virus movement^12^,^13^. It also acts as a gene silencing suppressor in plant defense^14^. Previous study had analyzed the transcriptome of TCV-infected Arabidopsis. Many of the stress related genes have changed significantly after TCV infection^15^.

Besides the virus-triggered genes, small RNAs also play critical roles in plant defense by triggering either transcriptional and/or post-transcriptional gene silencing. In addition to the siRNAs that are generated by virus infection, endogenous miRNAs are also important. With sizes of ~18–25 nucleotides, miRNAs are thought to function in diverse processes, including cellular differentiation and apoptosis, binding to targets and controlling the expressions of target genes^16^.

The miRNAs are generated from their own primary transcription units (pri-miRNAs), with their lengths range from hundreds to thousands nucleotides. The pri-miRNAs contain an intronic or exonic stem-loop secondary structure, where the mature miRNAs locate in one of the stems. Briefly, processing of pri-miRNAs to mature miRNAs involves three steps: first cleavage, second cleavage and strand collection^17^. In plants, both of the two cleavages occur in nucleus and guided by Dicer-like protein 1 (DCL1). DCL1 first cleaves the cap and the lower stem of the pri-miRNAs to produce a pre-miRNA and then cleaves the pre-miRNAs to release the miRNA/miRNA* duplex which is then exported to cytoplasm. One strand of the duplex, the mature miRNA, is incorporated into AGO1 to target the genes of interest^18^. Disruption of the DCL1 leads to increased cell division in floral meristem^19^, accumulation of miRNA precursors and failure of miRNA production^20^. Consequently, a series of developmental defects appeared in weak or null dcl1 mutants^21^. The weak dcl1 alleles, like *dcl1-7* (*sin1-1: short integument1-1*) and *dcl1-9* (*caf-1: carpel factory-1*) display phenotypes such as small leaves, late flowering and female sterility. Whereas null mutant, like *dcl1-5* (*sus1-5: suspensor1-5*), is embryonic lethal. The loss of mature miRNAs production associated with developmental defects imply that most if not all miRNAs are indispensable determinants for plant development. Although the *dcl1-7* and *dcl1-9* are both weak mutants, their miRNA expression profiles showed differences. In the 12 conserved miRNAs tested, almost all of the miRNAs abundances are reduced significantly. The levels of some miRNAs (miR156, miR159, miR162 and miR172) are decreased more significantly in *dcl1-9* than in *dcl1-7*^22^. Therefore, *dcl1-9* was chosen for our study. DCL1 plays an important role in conferring infections caused by plant pathogens in general^23^,^24^,^25^,^26^,^27^. It also acts as a negative regulator of DCL3 and DCL4, resulting in repression of antiviral RNA silencing^28^,^29^.

In addition to the regulation of plant development, miRNA could have a direct function in viral defense. In plants, RNA silencing is a critical innate immune approach to fight against viruses. After virus infection, small interfering RNAs (siRNAs) are generated by RNA interference and involved directly in viral resistance. Most of the plant miRNAs target transcription factors^30^. Bioinformatics analysis also shows that miRNAs can potentially target virus genome directly^31^. However, the specific roles of plant miRNAs in TCV resistance are unknown.

In this study, TCV-infected WT *Arabidopsis thaliana* and *dcl1-9* mutant plants were selected for the high throughput transcriptome and small RNA (sRNA) analysis. Thousands of host genes and 17 miRNA families were triggered by TCV infection. In addition, 32 novel miRNAs were predicted. Using *dcl1-9* mutant, we showed that significantly less host defense genes were triggered when DCL1 functions were blocked.

## Results

### TCV replication level between WT and *dcl1-9* plants

Both WT and *dcl1-9* plants showed chlorotic symptoms at 7dpi of TCV inoculation (Fig. 1A). The TCV CP expression levels in WT and mutant were not significantly different (Fig. 1B), as determined by the student’s *t* test (p value = 0.3056, at 95% confidence interval).

### Data processing of transcriptomes

Using the Illumina HiSeq 2000 platform, a total of more than 1.8 billion clean reads were generated from all four cDNA libraries. Of these, 86.6% and 85.73% for WT plants, 78.33% and 80.17% for *dcl1-9* mutant plants were mapped to the *Arabidopsis* reference genome. In the infected mutant plants, the virus mapping rate is lower (1.73%) when compared to that in infected WT plants (7.19%). A summary of data quality, filtration and alignment statistics obtained for each sample is presented (Table 1). To validate the RNA-Seq data, the relative expression levels of selected genes from the up-regulated, down-regulated and non-significant changed gene category (the entire gene list can be found as Supplementary Tables S1 and S2) were tested by real time PCR (see Supplementary Fig. S1).

To provide an overview of the transcriptomes, MA plots and heatmaps (Fig. 2A,B) were generated. The top ten genes significantly changed were shown (Fig. 2C,D). Statistic numbers of the up-regulated and down-regulated genes in each comparison were displayed in a bar chart (Fig. 2E). Compared to the total number of genes changes from the WT plants (5,204), fewer genes (595) were showed to be abrogated in the mutant plants after TCV infection.

### Identification of differentially expressed genes (DEGs) and gene ontology (GO) enrichment analysis

In order to identify the TCV infection responsive genes, data collected from mock and infected WT plants were compared (WT_T vs WT_M). Genes with fold-change greater than 1.5 fold and P_*adjust*_ value (P_*adj*_) less than 0.05 were considered as differentially expressed genes (DEGs)^32^. A total of 5,204 DEGs (2,977 up-regulated and 2,227 down-regulated) were found in the infected WT plants. Comparing mock and infected *dcl1-9* mutants, the number of DEGs in the infected mutant was 595 (518 up-regulated and 77 down-regulated), which is much lower compared to WT plants. It implies that significantly fewer genes were affected when DCL1 function was abrogated after TCV infection. Among these DEGs, a majority of them (413 out of 595) were overlapped in both WT and mutant, which were considered to be common TCV responsive genes, whereas the rest (182) were uniquely found in *dcl1-9* mutant (Fig. 2F). The entire lists of genes can be found as Supplementary Tables S3 and S4. The top 10 up-regulated and top 10 down-regulated *dcl1-9* unique DEGs and their relative expression levels were shown in Fig. 3E.

To further explore the distribution of DEGs, gene ontology (GO) enrichment analyses were performed with these DEG sets. For the shared TCV responsive genes (overlap in WT and mutant), a total of 140 GO terms were classified into biological process (45%), cellular components (23%) and molecular function (32%) (Fig. 3A). To display the correlations of the interesting biological process GO terms, treemaps for shared or *dcl1-9* unique GO terms were shown (Fig. 3C,D). A wide range of biological processes were affected. The most affected processes were cellular metabolism, cellular protein modification and signal transduction (Fig. 3C). For the 92 unique GO terms in *dcl1-9* mutant, the percentages of the three functional classes were 50%, 30% and 20%, respectively (Fig. 3B). The biological processes which were most affected in the *dcl1-9* mutant was similar to that in WT, except for the signal transduction that was replaced by response to stress (Fig. 3D). The entire lists of the shared and unique GO terms can be found as Supplementary Table S5.

### Data processing of small RNAs

To identify the sRNAs that response to TCV infection, data collected from TCV-infected WT (WT_T) plants, mock WT plants (WT_M), TCV infected *dcl1-9* mutant plants (*dcl1-9*_T) and mock *dcl1-9* mutant plants (*dcl1-9_*M) were used to construct small RNA libraries. 

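The deposited data behind the miRNA results are counts per miRNA precursor for 12 small RNA libraries from leaves, 3 from each of WT_M, WT_T, *dcl1-9*_M and *dcl1-9*_T plants. WT is ecotype Col-0, and *dcl1-9* is deficient in DCL1, the Dicer-like protein that cuts miRNAs from their precursors. The methods describe the pools in 1 place as 6 leaves from 3 plants, as the sample records do, and in another as leaves from 4 plants. The authors removed adaptors and low-quality reads, aligned the clean reads to the *A. thaliana* genome with Bowtie2 and counted known miRNAs with miRDP, and the deposited values are these counts without normalization. Each library lists the same precursors, of which 132 had a count above 0 in at least 1 library and 19 in all 12. Known miRNA counts per library ranged from 134846 to 380782 in WT_M, from 61132 to 143337 in WT_T, from 13636 to 18623 in *dcl1-9*_M and from 8359 to 37452 in *dcl1-9*_T. MIR158a held the most counts in 5 of the 6 WT libraries and MIR159a in the other, and the 5 most abundant precursors of a library held 59.0% to 80.1% of its counts. Precursors are named by the symbol in the reference annotation, so that MIR160c is a precursor of miR160. Some precursors of a family list near-identical counts in all 12 libraries, such as MIR156e and MIR156f, so their values are not independent of each other. Many precursors are listed at 0 in some libraries of a group and at high counts in others. MIR159a, for example, is listed at 0 in 2 WT_M libraries and at 63741 in the third. Changes on infection were tested with edgeR on TMM-normalized counts, and genotypes were compared with the library size fixed at the host-mapped reads of Table 1, because scaling by the miRNAs themselves would remove a loss that most of them share. A precursor was tested if it had at least 10 counts over the libraries compared. A fold against a group whose libraries are all at 0 is given as a lower bound, from a floor of 3 counts over the group, which covers counting error only.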

After removal of the adaptor sequences and low-quality reads, and filtration of some contaminant reads, the clean reads of each library were calculated accordingly (Table 1) and subsequently mapped to *A. thaliana* reference genome and TCV genome via Bowtie2. The average mapping rates to the TCV genome were tabulated to confirm the successful infection in the infected plants. Similar to transcriptome, the virus mapping rate in infected mutant plants was lower (52.63%) than that in infected WT plants (87.46%). The length distribution of small RNA sequences ranged from 17 nt to 26 nt (Fig. 4C). The small RNA patterns in WT plants were similar to that in mutant plants. After virus infection, in both of WT and *dcl1-9* mutant plants, the abundance of sRNAs with lengths ranging from 19 nt to 22 nt were increased significantly. Virus-generated siRNAs might attribute to higher percentages. For sRNA with the size of longer than 22 nt, the abundances in mock were higher than virus-infected plants. In virus-infected plants, the most abundant size is 21 nt (27.17% in WT and 15.4% in virus-infected plants), followed by 20 nt. In mock plants, the most abundant sizes were 24 nt and 23 nt, respectively. In comparison, the percentages of sRNAs in mutant plants were smaller than that of the WT. To further investigate the vsiRNAs expression pattern, we differentiated viral small interfering RNAs (vsiRNAs) reads from total sRNA reads and analyzed the size distribution in the mutant and WT plants (Fig. 4D). The vsiRNAs in mutant and WT showed different length distribution patterns. In the mutant, the most abundant sizes were 21 nt, 22 nt and 20 nt, respectively. In WT samples, the sizes were 21 nt, 20 nt and 22 nt, respectively.

### TCV infection responsive miRNAs

Since the vsiRNAs in *dcl1* mutants was investigated previously^28^, we focused on the miRNAs that are involved in the anti-TCV response. To explore the miRNAs that differentially expressed in response to TCV infection, normalized read counts of miRNAs with p < 0.05 from WT_T with WT_M library were compared. The miRNAs with *P*_*adj*_ value < 0.05 were identified as differentially expressed in response to TCV infection. 

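TCV infection was followed by changes in both directions in WT leaves, where 12 of 111 tested precursors were higher in WT_T than in WT_M and 14 were lower (n = 3 libraries per group, adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among abundant precursors, MIR167a and MIR167b, whose miRNA targets auxin response factors, had log2 fold changes of -0.77 and -0.65 (standard errors 0.18 and 0.16, adjusted p = 0.0170 and 0.0205 from edgeR's quasi-likelihood test). A precursor that the files do not pair with a symbol, MI0000194, fell by 0.87 (standard error 0.17, adjusted p = 0.0149 from the same edgeR test). MIR167a and MIR167b passed in none of the 6 fits of the same edgeR test without 1 WT library, with adjusted p from 0.0647 to 0.269 and from 0.0938 to 0.406, and MI0000194 passed only without WT_T replicate 2, with 0.0669 to 0.130 otherwise. In *dcl1-9* leaves, edgeR called 0 of 60 tested precursors, 8 had an unadjusted p under 0.05, and DESeq2 called 1, MIR319a, which is listed at 0 in every *dcl1-9*_T library. With edgeR's filterByExpr in place of the count minimum, 5 of 41 passed, MIR168b higher and MIR156b, MIR156d, MIR156e and MIR156f lower (each adjusted p = 0.0249 from the same edgeR test). With the count minimum, the lowest adjusted p in *dcl1-9* leaves belonged to precursors of miR156, a regulator of SPL transcription factors. Among them, MIR156b had a log2 fold change of -0.70 and MIR156f one of -0.81 (standard errors 0.17 and 0.20, both adjusted p = 0.0819 from edgeR's quasi-likelihood test). Of the 7 tested *dcl1-9* precursors in the list of SPL regulators, none passed, 5 had an unadjusted p under 0.05, 4 were lower when adjusted over the list alone and DESeq2 called 0. MIR168b, whose miRNA targets AGO1, had a log2 fold change of 0.63 in *dcl1-9* (standard error 0.20, adjusted p = 0.157 from edgeR's quasi-likelihood test). The difference between the WT and *dcl1-9* responses was tested as an interaction over 117 precursors, of which edgeR called 0, 17 had an unadjusted p under 0.05 and DESeq2 called 5. MIR165b, a precursor of a regulator of class III HD-ZIP factors, had the lowest p, with a difference of 1.57 (standard error 0.40, adjusted p = 0.143 from edgeR's quasi-likelihood test). Without 1 library it ran from 0.24 (without WT_M replicate 3) to 2.29 (without WT_T replicate 2), and it passed in 5 of 12 such fits, those without WT_M replicate 1, WT_T replicate 1, WT_T replicate 2, *dcl1-9*_M replicate 2 or *dcl1-9*_T replicate 2 (adjusted p from 0.0150 to 0.0352 in the same edgeR test). In WT, 16 precursors lay higher and 21 lower in every WT_T library than in every WT_M library. This was 33.3% of those tested, where chance gives 10% on average. Precursors that may share reads are not independent, and the excess over 10% was not tested. In *dcl1-9*, 5 lay higher and 7 lower in every infected library than in every mock library, 20.0% of those tested. The 26 WT calls became 1 without WT_M replicate 1, 3 without WT_M replicate 3, 9 without WT_T replicate 1 and 9 without WT_T replicate 3, none passed with the replicate number as a block (34 at an unadjusted p under 0.05), and the split of 12 higher and 14 lower became 9 and 3 on host-mapped reads, 2 and 3 on library totals and 0 and 31 on clean reads. Without 1 library, *dcl1-9* gave 3 calls (without *dcl1-9*_M replicate 2), 6 (without *dcl1-9*_T replicate 3) or 1 (without *dcl1-9*_M replicate 3 or *dcl1-9*_T replicate 1), and the interaction gave at most 9 (without *dcl1-9*_M replicate 2).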

MA plots and heatmap generated with the sRNA-Seq data provided an overview of the differential sRNA expression patterns (Fig. 4A,B). 

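The 26 precursors called in WT leaves fell into 12 families, with 1 of them not paired with a symbol. The 30 called by DESeq2 fell into 14, and 24 of these 30 are precursors that Table 2 lists. With the counts of each family summed, miR400, a regulator of pentatricopeptide repeat (PPR) genes, fell by 5.32 on the log2 scale (n = 3 per group, standard error 0.69, adjusted p = 0.00300 from edgeR's quasi-likelihood test), and none of the 55 families tested was higher. The summed counts of miR170 and miR168 had log2 fold changes of 2.21 and 2.01 (standard errors 0.43 and 0.44, adjusted p = 0.0644 and 0.0719 from the same edgeR test). For miR156 and miR395, families with several precursors, the log2 fold changes were -1.28 and 1.55 (standard errors 0.41 and 0.50, adjusted p = 0.145 for both from the same edgeR test). At an unadjusted p under 0.05 there were 15 families, and DESeq2 called 5 higher and 9 lower, miR170, miR168, miR156 and miR395 among them. Of the precursors that Table 2 lists as increased, 12 of 14 were higher in WT_T and 2 did not pass (14 higher when adjusted over the list alone). Of the 14 tested that Table 2 lists as decreased, 11 were lower and 3 did not pass (12 lower and 1, MIR408, higher when adjusted over the list alone). Table 2 was drawn from these libraries, so these counts are not independent evidence. The number of families called was 0 without WT_M replicate 1, where miR400 had an adjusted p of 0.0668 in the same edgeR test, 2 without WT_M replicate 2 and 10 without WT_T replicate 2.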

A total of 30 miRNAs species, which clustered into 17 families, were identified as respond to TCV infection (Table 2, Fig. 4E).

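MIR168b and MIR170 rose most among the precursors with counts in all 6 WT libraries. MIR168b, whose miRNA targets AGO1, the slicer of RNA silencing, rose from 5736 ± 838.2 to 20625 ± 6597 TMM-normalized CPM (mean ± SD, n = 3), a log2 fold change of 1.85 (standard error 0.28, adjusted p = 0.00385 from edgeR's quasi-likelihood test). MIR170, a precursor of a regulator of SCARECROW-like transcription factors, rose from 1423 ± 97.8 to 5762 ± 2216 (log2 fold change 2.02, standard error 0.30, adjusted p = 0.00373 from edgeR's quasi-likelihood test). MIR164c, whose miRNA targets NAC transcription factors, rose from 448 ± 53.9 to 718 ± 86.2 (log2 fold change 0.68, standard error 0.20, adjusted p = 0.0270 from edgeR's quasi-likelihood test), while scaling to clean reads turned its log2 fold change to -0.55. DESeq2 did not call MIR164c (adjusted p = 0.0555), and of 13 other settings apart from left-out libraries 7 ended its call and 1 reversed it. In the list of regulators of NAC, SCARECROW-like and GRF factors, 2 of 8 tested precursors were higher, these being MIR170 and MIR164c, none was lower and 6 did not pass (2 higher when adjusted over the list alone, 1 by DESeq2). MIR408, whose miRNA targets copper proteins, had 409 ± 253 CPM in WT_M and 1381 ± 690.2 in WT_T, with a log2 fold change of 1.75 that did not pass (standard error 0.66, adjusted p = 0.0947 from edgeR's quasi-likelihood test). None of the 4 tested precursors of the copper list passed in edgeR, 1 had an unadjusted p under 0.05, none passed when adjusted over the list alone and DESeq2 called 0. On clean reads no precursor was called higher, and with the replicate number as a block none passed. Neither setting therefore kept the calls of MIR168b and MIR170. Of the 13 other settings apart from left-out libraries, 2 ended the call of MIR168b and 3 that of MIR170. Over the settings apart from left-out libraries, their log2 fold changes were at least 0.54 and 0.68, with no reversal. The calls of MIR168b and MIR170 also ended without WT_M replicate 1 (adjusted p = 0.0647 for both in the same edgeR test) and without WT_M replicate 3 (0.0722 for both). That of MIR164c ended without either of these libraries or WT_T replicate 1 (0.0647, 0.0860 and 0.0542 in the same order and edgeR test), and MIR408 passed without WT_M replicate 2 (0.0355) or WT_T replicate 2 (0.0101).

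**Figure D1:**
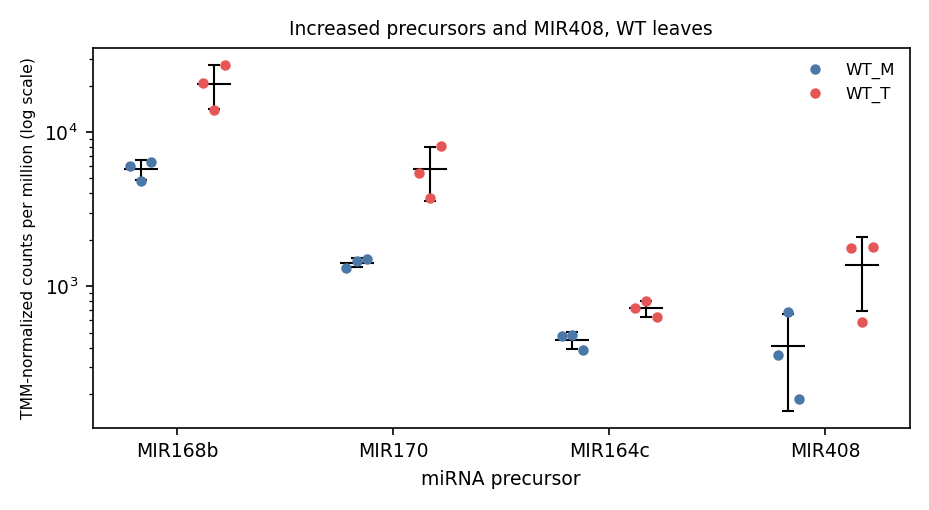
TMM-normalized CPM (log scale) of MIR168b, MIR170, MIR164c and MIR408 in the 3 WT_M and the 3 WT_T libraries. Points are libraries, horizontal marks are means and bars are SDs. For MIR168b, MIR170 and MIR164c every WT_T library lies above every WT_M library, and for MIR408 the groups overlap.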

The abundance of miR160, miR168, miR170, miR393, miR395, miR408 and miR850 were specifically increased. On the contrary, miR156, miR158, miR164, miR165, miR400, miR5654, miR775, miR829, miR838 and miR852 were down-regulated by TCV infection. 

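All 6 precursors from MIR156a to MIR156f fell in WT_T leaves, with log2 fold changes from -1.50 (MIR156a) to -1.29 (MIR156d), each with an adjusted p of 0.0149 from edgeR's quasi-likelihood test (n = 3 per group). Their miRNA, miR156, targets SPL transcription factors and is abundant in juvenile leaves. MIR156d went from 9751 ± 694 TMM-normalized CPM in WT_M to 3983 ± 1371 in WT_T (mean ± SD, standard error of the log2 fold change 0.27), and MIR156a from 5389 ± 1008 to 1905 ± 765 (standard error 0.34). In the list of SPL regulators, which also holds the miR157 precursors, 6 of 10 tested were lower and none was higher. The other 4 did not pass (6 lower when adjusted over the list alone). These 6 are MIR156a to MIR156f, precursors of 1 miRNA, so their calls are not independent. The summed miR156 family had -1.28, which did not pass in edgeR (adjusted p = 0.145 from edgeR's quasi-likelihood test) and passed in DESeq2 (adjusted p = 0.00166). MIR165b fell by 1.20 on the log2 scale (standard error 0.29, adjusted p = 0.0205 from edgeR's quasi-likelihood test), from 15714 ± 3299.5 to 6845 ± 2271 CPM. It was the only one of 4 tested precursors in the list of regulators of class III HD-ZIP factors to pass (1 lower when adjusted over the list alone). MIR775 fell by 1.35 (standard error 0.39, adjusted p = 0.0261 from edgeR's quasi-likelihood test), from 734 ± 149.9 to 287 ± 119 CPM, and its adjusted p in DESeq2 was 0.0601. The interaction with genotype gave MIR156a a difference of 1.32 (standard error 0.51, adjusted p = 0.256 from edgeR's quasi-likelihood test), which turned to -0.32 without WT_M replicate 3. The calls of MIR156a to MIR156f ended without WT_M replicate 1 (adjusted p = 0.0647 in the same edgeR test), WT_M replicate 3 (0.0908), WT_T replicate 1 (0.0690 to 0.0759) or WT_T replicate 3 (0.0509 to 0.0528, the highest for MIR156b), and on host-mapped reads as library size (0.206 to 0.222). MIR165b and MIR775 passed in only 1 of the 6 fits without 1 library, that without WT_T replicate 2, with 0.0647 to 0.148 in the other 5 of the same edgeR test.

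**Figure D2:**
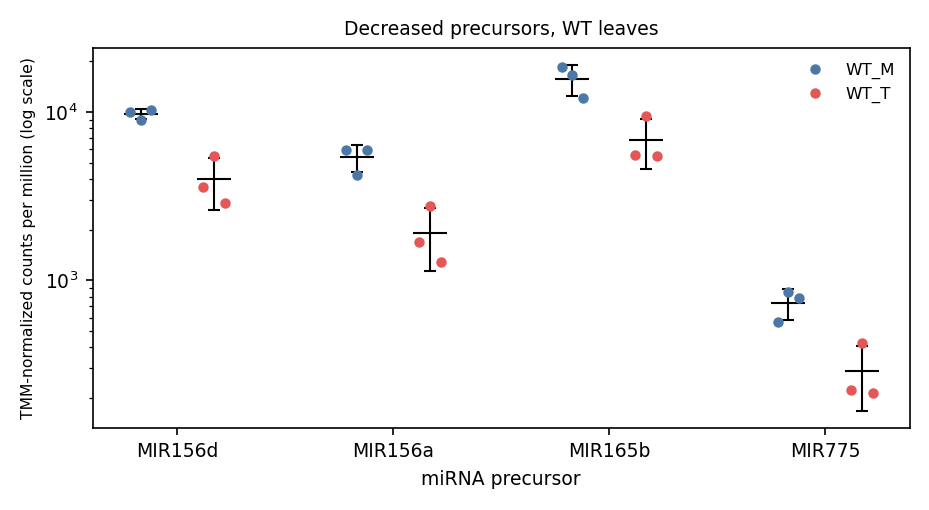
TMM-normalized CPM (log scale) of MIR156d, MIR156a, MIR165b and MIR775 in the 3 WT_M and the 3 WT_T libraries. Points are libraries, horizontal marks are means and bars are SDs. Every WT_T library lies below every WT_M library for each of the 4 precursors.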

To investigate their potential functions after virus infection, their predicted and verified target genes were analyzed. Most of the targets identified have been reported to be involved in development and stress responses, which are closely related to plant immune system.

### miRNAs responsive to DCL1 deficiency and prediction of novel miRNAs

As a DCL1 deficient mutant, the cleavage efficiency of DCL1 in *dcl1-9* was poor. 

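Known miRNAs made up a far smaller part of the host-mapped reads in *dcl1-9* than in WT leaves. Known miRNA counts, as CPM of the host-mapped reads, were 1148 ± 177 in *dcl1-9*_M and 22791 ± 10724 in WT_M (mean ± SD, n = 3), 19.9-fold less (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In infected leaves the values were 1804 ± 1409 in *dcl1-9*_T and 19294 ± 8738 in WT_T, 10.7-fold less (exact two-sided permutation test, p = 0.1), which became 19.2-fold without *dcl1-9*_T replicate 3 and 4.58-fold with clean reads as the denominator. Of 107 precursors tested between mock leaves, 40 were lower and 2 higher in *dcl1-9*_M, and of 91 tested between infected leaves, 57 were lower and 3 higher in *dcl1-9*_T (adjusted p under 0.05 from edgeR's quasi-likelihood test). The estimates lay below 0 for 99 of the 107 and for 83 of the 91. MIR158a, with the highest mean count in WT_M and WT_T, had log2 fold changes of -7.66 in mock and -6.61 in infected leaves (standard errors 0.99 and 1.47, adjusted p = 2.1e-04 and 0.00714 from edgeR's quasi-likelihood test). MIR167a had -5.98 and -4.38 in the same comparisons (standard errors 0.65 and 0.86, adjusted p = 9.8e-05 and 0.00373 from the same edgeR test). Of the precursors called lower, 22 in mock and 28 in infected leaves are listed at 0 in all 3 *dcl1-9* libraries. Among these, MIR157a was at least 1669-fold lower, MIR169d, a precursor of a regulator of NF-YA factors, at least 1205-fold, MIR781a at least 1121-fold and MIR160c at least 385-fold lower in *dcl1-9*_M. In infected leaves MIR169g was at least 1524-fold lower. These bounds take each listed 0 as given, although MIR157b is listed at 0 in *dcl1-9*_T replicate 2, where MIR157a, with the same WT_T counts, has 26. In the list of families conserved among land plants, 27 of 65 tested precursors were lower in mock and 42 of 57 in infected *dcl1-9* leaves, and none was higher (28 and 43 lower when adjusted over the list alone), while DESeq2, with its own scaling, called 28 lower and 9 higher in mock and 24 lower and 4 higher in infected leaves. MIR156d fell by 4.53 in mock leaves (standard error 0.50, adjusted p = 9.8e-05 from edgeR's quasi-likelihood test; -1.05 with adjusted p = 0.174 by TMM and -1.49 by DESeq2), and the list of SPL regulators had 8 of 10 lower (8 when adjusted over the list alone). MIR168b fell by 2.64 in mock leaves (standard error 0.50, adjusted p = 0.00161 from edgeR's quasi-likelihood test), where TMM gave 0.77 and DESeq2 0.37. MIR173, a trigger of trans-acting siRNAs, is listed at 0 in every WT library and was at least 86.6-fold higher in *dcl1-9*_M and at least 38.8-fold higher in *dcl1-9*_T. MIR850 was at least 14.0-fold higher in *dcl1-9*_M, and MI0015815, which has no paired symbol, at least 32.8-fold higher in *dcl1-9*_T. With the replicate number as a block these did not pass (adjusted p = 0.154 for MIR173 in mock and 0.0668 in infected leaves, 0.258 for MIR850 and 0.0708 for MI0015815 in the same edgeR test). MIR840 rose in infected leaves (log2 fold change 2.04, standard error 0.38, adjusted p = 0.00241 from edgeR's quasi-likelihood test) and had 1.41 in mock leaves (standard error 0.51, adjusted p = 0.0510), where it passed in 9 of 13 other settings and in 2 of 6 fits without 1 library (without WT_M replicate 3 or *dcl1-9*_M replicate 1, adjusted p = 0.0131 and 0.0496). Scaling that assumes most precursors unchanged gave 25 lower and 10 higher by TMM, 33 and 10 by DESeq2's size factors and 44 and 13 by DESeq2 itself in mock leaves, and in infected leaves 31 lower and 8 higher, 31 and 7, and 32 and 10, while clean reads gave 34 and 3. The replicate block gave 13 lower and none higher in mock leaves (28 at an unadjusted p under 0.05), where MIR157a, MIR169d, MIR781a and MIR160c did not pass (each adjusted p = 0.142 in the same edgeR test), and 39 lower and 1 higher in infected leaves.

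**Figure D3:**
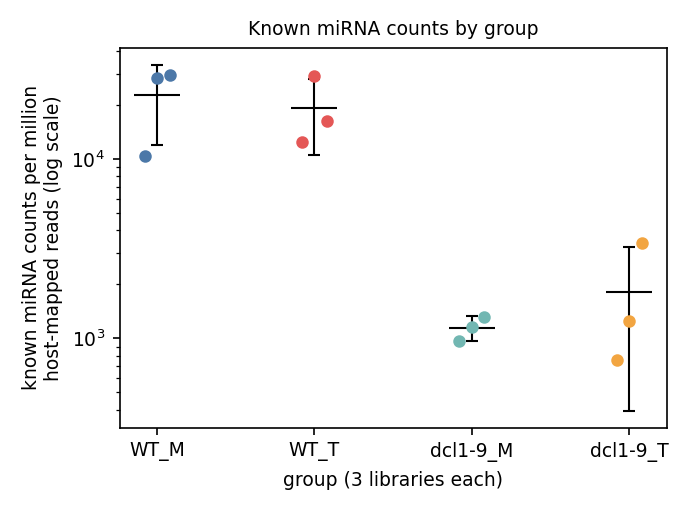
Known miRNA counts as CPM of the host-mapped reads (log scale) in each library of WT_M, WT_T, *dcl1-9*_M and *dcl1-9*_T. Points are libraries, horizontal marks are means and bars are SDs. Every *dcl1-9* library lies below every WT library.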

Attributed to this defect, almost all of the miRNAs in the *dcl1-9* mutant were down-regulated. To compare the expression patterns of miRNAs and their targets, sRNA-Seq and RNA-Seq data were combined for analysis. As expected, most targets displayed opposite expression trends compared with the corresponding miRNAs. For example, miR395 was induced after virus infection in WT, the expression of its targets: adenosyl phosphatosulfate kinase (APS) 1, 2 and 4 and sulfate transporter 3;5 (SULTR3;5) were subsequently reduced. 

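All 6 precursors of miR395, a regulator of ATP sulfurylases and a sulfate transporter, rose in WT_T leaves relative to the other known miRNAs, and none passed on clean reads. Their log2 fold changes ran from 1.33 (MIR395e) to 1.82 (MIR395f), with adjusted p from 0.0149 to 0.0415 in edgeR's quasi-likelihood test, and all 6 were higher when adjusted over the list alone. MIR395a rose from 426 ± 106 to 1078 ± 299.6 TMM-normalized CPM (mean ± SD, n = 3, standard error of the log2 fold change 0.32). MIR395f rose from 289 ± 153 to 1023 ± 334 (standard error 0.49). MIR395b and MIR395c list near-identical counts, as do MIR395a and MIR395e in the WT libraries, so the members of each pair may share reads. The 6 calls are therefore not independent. The summed miR395 family had a log2 fold change of 1.55 that did not pass in edgeR (adjusted p = 0.145 from edgeR's quasi-likelihood test) and passed in DESeq2 (adjusted p = 9.8e-04). In the list of miRNAs found in phloem sap, 6 of 10 tested precursors were higher, these same 6, and none was lower (6 when adjusted over the list alone). In *dcl1-9* leaves none of the 6 passed on infection in edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. Standard errors there were 0.42 to 2.07, so this does not show that they did not respond. The difference from the WT response was -1.74 for MIR395f (standard error 0.68, adjusted p = 0.256 from edgeR's quasi-likelihood test, adjusted p = 0.0321 from DESeq2). Before normalization, the counts of the 6 precursors were alike in all 12 libraries, at 47 to 151 apart from 2 values of 0 for MIR395d in *dcl1-9*_T, while the library totals differed up to 45.6-fold. Against WT_M, MIR395a in *dcl1-9*_M had a log2 fold change of -0.38 (standard error 0.27, adjusted p = 0.228 from edgeR's quasi-likelihood test), and it was -1.45 between infected leaves (standard error 0.27, adjusted p = 0.00246), where TMM turned both to higher in *dcl1-9*, at 3.14 and 1.87. The WT calls ended without WT_M replicate 1 (adjusted p = 0.0614 to 0.0647 in the same edgeR test), WT_M replicate 3 (0.0860 to 0.0908), WT_T replicate 1 (0.0662 to 0.117) or WT_T replicate 3 (0.0509 to 0.121), that of MIR395d also without WT_M replicate 2 (0.0794), and on clean reads as library size (0.200 to 0.908), where the log2 fold changes were 0.06 to 0.65.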

Relative expression levels of selected miRNAs and their targets were verified by real time PCR (Fig. S2).

From the four sRNAs libraries, a total of 94 mature miRNA sequences were predicted. To narrow down the list, only those with total read counts more than 10 were selected and tabulated (Table 3).

## Discussion

In *dcl1-9* mutant, the CP expression level was not significantly different from that of the WT. This result is in agreement with previous report, in which the TCV accumulation level does not change in *dcl1-7* mutant^28^.

The accelerated development of high throughput sequencing approach allows identification of transcriptome and sRNAs in *Arabidopsis* and other plant systems. In addition to comparison of gene expression under different treatments, the RNA-Seq and sRNA-Seq enable novel genes expressed at low levels to be profiled, which could not be achieved by traditional sequencing methods. Our sequencing results obtained from infected and non-infected WT and *dcl1-9* mutant provided a global view of mRNAs and sRNAs expression pattern in *Arabidopsis* leaves. The lower virus mapping rate in the mutant showed that there was apparent lesser amount of CP transcripts. This observation supported the conclusion that DCL1 plays a negative role in anti-TCV response^28^.

DCL1 is known to play a key role in PTI^33^. But its role in ETI is unknown. In this report, we want to investigate the role of DCL1 in ETI by analyzing the ETI related gene expression patterns. For ETI, a number of common gene sets were identified after virus infection in diverse plant species. Their functions are mainly involved in defense response, cellular stress response and developmental process. The TCV responsive genes in WT were identified in previous report^15^, reporting that most of the DEGs are stress related or immune response related. The defense response genes are depicted by the induction of pathogenesis related (PR) genes and other plant disease defense related genes, while stress response genes by the induction of heat shock proteins (HSP). In *Arabidopsis*, the defense responsive genes include the PR gene family (PR-1, PR-2, PR-3, PR-4 and PR-5), the glutathione S-transferase (GST) gene family and the WRKY gene family. In our results, PR-1 and PR-5 were increased after TCV infection in WT plants. Similarly, Cucumber mosaic virus (CMV) and Oilseed rape mosaic virus (ORMV) infection in *Arabidopsis* also induce PR-1^34^. The PR-1 induction was accompanied with the up-regulation of NPR1, NPR2 and NPR3. In *dcl1-9* mutant plants, only NPR3 expression was changed significantly, while none of the PR genes was induced, suggesting that signaling pathway was abrogated or initiation of the pathway is delayed in *dcl1-9* mutant. Noticeably, plant defensin 1.3 (PDF1.3), which is predicted to encode a PR protein, was listed among the top 10 down-regulated genes in both WT and mutant plants. The coincidence of PDF1.3 expression in both samples suggested that it may act as a key PR gene after TCV infection. The jasmonic acid (JA) signaling pathway is an important plant defense fine tuner which is mediated through the NPR1 expression mechanism^35^. The downstream JA responsive defense genes include several transcription factors such as ethylene transcription factor (ERF), basic helix-loop-helix (bHLH) and WRKY transcription factors. In our RNA-Seq results, ERF2, ERF4, ERF5 and ERF6 are induced in TCV infected samples. Besides, ORA47, a key regulator of JA biosynthesis in *Arabidopsis*, was also increased after TCV infection in both WT and *dcl1-9* mutant plants. The expressions of ERF genes and ORA47 shared the similar trends, whereas the fold changes in *dcl1-9* mutant plants were higher than that of WT, indicating that *dcl1-9* mutant possessed a stronger JA-mediated defense against TCV infection. In addition to the ERF genes and ORA47, the WRKY genes, a type of genes that are induced after virus infection, displayed a different expression pattern after TCV infection. A total of 24 WRKY genes were identified to have their abundance changed significantly in WT plants. While in *dcl1-9* mutant, eight WRKY genes were changed significantly. These results implied that there may be alternative pathway regulating the induction of defensive related WRKY genes, when the function of DCL1 protein was abolished. From our RNA-Seq results, a common set of HSP genes were induced after TCV infection in WT plants: HSP17.4, HSP17.6, HSP23.6, HSP70b, HSP83, HSP89.1 and HSP101, respectively. However, only HSP89.1 (synonyms: HSP90.6) was induced in *dcl1-9* mutant after TCV infection. Although the expression of *Arabidopsis* HSP89.1 was barely induced by heat shock^36^, the presence of this gene in both WT and mutant datasets suggests that it is virus responsive. In addition to the common virus-responsive genes, we also found the TCV-specific HRT-mediated resistance gene called compromised for recognition of TCV (CRT1), which is required for ETI^37^,^38^, displayed different expression patterns in WT and *dcl1-9* mutant plants. In TCV-infected WT plants, the CRT1 expression level was significantly reduced; while in the infected *dcl1-9* mutant, CRT1 was not detected. These results suggested that DCL1 may be involved in regulating ETI. However, such deduction is solely based on bioinformatics prediction. Further experiments are needed to verify the prediction.

From our vsiRNAs size distribution results, 21 nt is the major size, which is different from previous result^39^, but in consistent with other sRNA-seq reports that performed in other types of viruses^40^,^41^. This indicates the major size of vsiRNAs may vary among different viruses. Although the TCV transcripts present in the mutant was lower, the amount of vsiRNAs generated in *dcl1-9* mutant was relatively high (Table 1). It indicates that the vsiRNA processing rate was more efficient than that of the WT. Since DCL1 is a negative regulator in DCL4-induced anti-viral RNA silencing pathway, when DCL1 is disrupted, it allows other DCLs to generate more vsiRNAs.

Our report provides a global view of TCV responsive miRNAs. According to our results, most of the TCV infection responsive miRNAs have been known to response to either biotic or abiotic stress in diverse plant species. Both miR393a and miR160 are auxin pathway regulators, and they were significantly up-regulated after TCV infection. As a result, their targets, auxin response factor TIR1, AFB2, AFB3, ARF10 and ARF16 were repressed. 

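The 3 precursors of miR160, which targets ARF10 and ARF16, rose in WT_T leaves, and their direction turned when counts were scaled to clean reads. MIR160c went from 1464 ± 210.99 to 3322 ± 851 TMM-normalized CPM (mean ± SD, n = 3), a log2 fold change of 1.18 (standard error 0.24, adjusted p = 0.0149 from edgeR's quasi-likelihood test). MIR160a rose by 0.99 and MIR160b by 0.90 on the log2 scale (standard errors 0.23 and 0.22, adjusted p = 0.0149 and 0.0170 from the same edgeR test). On clean reads the log2 fold changes were -0.10 (MIR160c), -0.29 (MIR160a) and -0.39 (MIR160b). Besides this reversal, 4 of 13 settings apart from left-out libraries ended the calls of MIR160a and MIR160b, and 2 that of MIR160c. With the counts of the 3 precursors summed, miR160 had a log2 fold change of 1.24 (standard error 0.35). The sum did not pass in edgeR (adjusted p = 0.145 from edgeR's quasi-likelihood test) and passed in DESeq2 (adjusted p = 0.0282). MIR393a, a precursor of the regulator of TIR1 and AFB receptors, is listed at 0 in every WT_M library and at 0, 106 and 222 counts in WT_T, which is at least 262-fold higher over the group. It did not pass in edgeR's quasi-likelihood test (adjusted p = 0.102) and passed in DESeq2 (adjusted p = 0.00176), and without WT_T replicate 1, the library at 0, edgeR gave 0.0247. In *dcl1-9*, MIR393a was above 0 in 1 mock and 1 infected library, with 3 counts in each, and its interaction with genotype had an adjusted p of 0.256 in the same edgeR test. Of the 8 tested precursors in the list of auxin regulators, 3 were higher (MIR160a, MIR160b and MIR160c), 2 were lower (MIR167a and MIR167b) and 3 did not pass (4 higher and 2 lower when adjusted over the list alone). The 3 calls of miR160 ended without WT_M replicate 1 (adjusted p = 0.0647 in the same edgeR test), WT_M replicate 3 (0.0860) or WT_T replicate 1 (0.0542 to 0.0690), and those of MIR160a and MIR160b also without WT_T replicate 3 (0.0509).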

Four of the TCV responsive miRNAs are with unknown functions (miR850, miR829, miR838, miR852). Potential targets of these miRNAs were predicted by online tool psRNATarget^42^. 

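In the TAIR10.1 annotation, MIR838 (AT1G01046) lies on chromosome 1 from 28500 to 28706 on the plus strand. DCL1 (AT1G01040) runs from 23121 to 31227 on the same strand and has 20 exons. MIR838 sits inside intron 14 of DCL1, which spans 28432 to 28707 (276 bp). The mature sequence, TTTTCTTCTACTTCTTGCACA, covers 28635 to 28655.

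**Figure D4:**
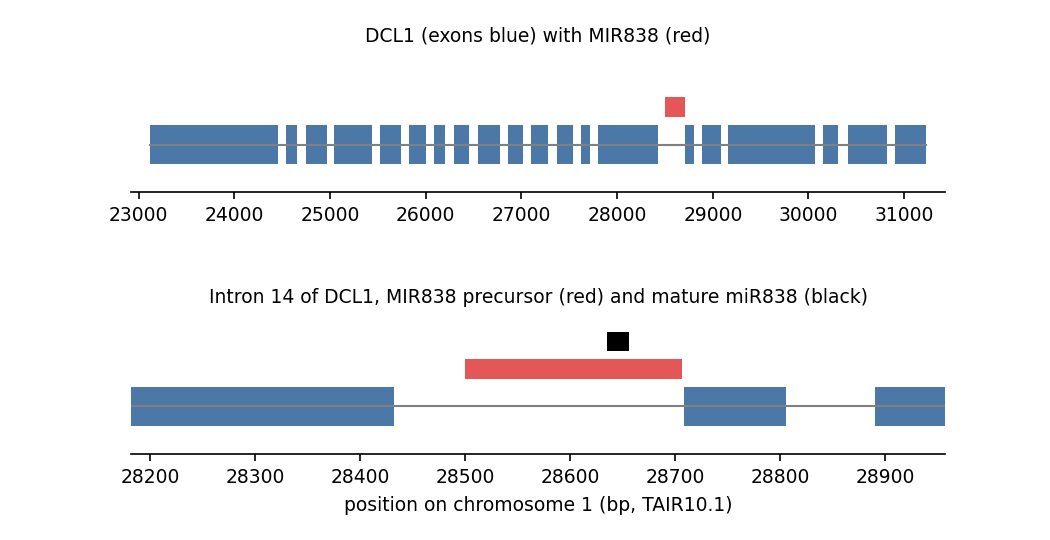
Map of DCL1 on chromosome 1 (position in bp, TAIR10.1), with its 20 exons in blue and the MIR838 precursor in red. The lower map shows intron 14, from 28432 to 28707, with the precursor in red and the mature sequence in black, both inside the intron.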

The miR838 is located in the intron 14 of DCL1, which enables a self-regulation of DCL1^43^. In our results, miR838 showed a significant decrease after TCV infection, indicating it is TCV related and it may involve in the plant anti-viral defense pathway. It may either be due to regulatory feedback of DCL1 or other mechanism. 

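MIR838 had 21, 29 and 47 counts in the WT_M libraries and is listed at 0 in all 3 WT_T libraries, at least 13.5-fold lower after infection (n = 3 per group, adjusted p = 0.00373 from edgeR's quasi-likelihood test). It was 131 ± 33.8 TMM-normalized CPM in WT_M (mean ± SD). In *dcl1-9*, MIR838 is listed at 0 in all 6 libraries, so a change on infection could not be measured there. Of 3 tested precursors in the list of miRNAs that target or lie in silencing genes, MIR168b was higher in WT_T and MIR838 lower. MIR162b, whose miRNA targets DCL1, did not pass (1 higher and 1 lower when adjusted over the list alone). MIR162b is listed at 0 in WT_M replicate 3 and at 2789 and 6389 in the other 2 WT_M libraries. MI0000194, a precursor without a paired symbol that was called lower in WT_T, had similar counts in these 2 libraries (2666 and 5825). The result of MIR162b alone therefore does not show that miR162 was unchanged. In mock leaves 2 of the 3, MIR838 and MIR168b, were lower in *dcl1-9* than in WT (3 when adjusted over the list alone), while DESeq2 called MIR838 lower and MIR168b higher, and TMM also turned the direction of MIR168b. The call of MIR838 on infection ended without WT_M replicate 1 (adjusted p = 0.0647 in the same edgeR test) or WT_M replicate 3 (0.0860). From the decrease of miR838, the paper reasons that it is related to TCV and that it may take part in antiviral defense, and leaves open whether the decrease comes from feedback of DCL1 or another mechanism.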

The other three miRNAs (miR850, miR829 and miR852) that were affected by TCV infection, implies that their potential target genes may also be involved in the host anti-viral defense system.

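MIR829 and MIR852 fell to a listed count of 0 in every WT_T library. MIR829 had 31, 35 and 67 counts in WT_M and was at least 18.5-fold lower in WT_T, and MIR852 had 15, 24 and 19 and was at least 8.06-fold lower (n = 3 per group, adjusted p = 0.00373 and 0.00385 from edgeR's quasi-likelihood test). DESeq2 gave adjusted p of 0.00347 for MIR829 and 0.0683 for MIR852. MIR850 is listed at 0 in every WT_M library and at 0, 50 and 36 counts in WT_T, at least 68.8-fold higher over the group. It did not pass in edgeR's quasi-likelihood test (adjusted p = 0.102) and passed in DESeq2 (adjusted p = 0.0385), and without WT_T replicate 1 edgeR gave 0.00426. In *dcl1-9* leaves, MIR829 and MIR852 are listed at 0 in all 6 libraries, and MIR850 had 46 counts over the 3 mock and 12 over the 3 infected libraries. The interaction of MIR850 with genotype had an adjusted p of 0.174 from edgeR's quasi-likelihood test and 0.0224 from DESeq2. In TAIR10.1, MIR829 (AT1G32713) lies on chromosome 1 from 11834022 to 11834226. MIR850 (AT4G13493) and MIR852 (AT4G14504) lie on chromosome 4, from 7845707 to 7845927 within the span of a noncoding RNA gene and from 8336166 to 8336373 within that of AT4G14500. The calls of MIR829 and MIR852 ended without WT_M replicate 1 (adjusted p = 0.0647 and 0.0747 in the same edgeR test) or WT_M replicate 3 (0.0860 for both).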

Pentatricopeptide Repeat (PPR) proteins are a large family proteins contain tandem repeated degenerate 35 amino acid sequence motif (PPR motif)^44^,^45^. Varied in the PPR motif numbers, the PPR proteins are mainly involved in RNA editing^46^, transcript processing^47^ and translation initiation^48^. In *Arabidopsis*, there are 441 identified PPR genes^49^. In our results, three TCV responsive miRNAs (miR158, miR400 and miR5654) which target PPR genes were decreased after TCV infection. 

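MIR158a, with the highest mean count in both WT groups, had 376364 ± 36599 TMM-normalized CPM in WT_M and 189444 ± 47558 in WT_T (mean ± SD, n = 3). Its log2 fold change of -0.99 did not pass in edgeR (standard error 0.49, adjusted p = 0.211 from edgeR's quasi-likelihood test) and passed in DESeq2 (log2 fold change -0.87, adjusted p = 2.5e-04), and every WT_T library lay below every WT_M library. MIR400 had 560, 2082 and 1257 counts in WT_M and 0, 16 and 17 in WT_T, with a log2 fold change of -5.62 that did not pass in edgeR (standard error 1.98, adjusted p = 0.0683 from edgeR's quasi-likelihood test) and passed in DESeq2 (adjusted p = 6.1e-07). The miR400 family holds the counts of MIR400 alone, and passed in the family fit of the same edgeR test, so the call depends on the fit. Without WT_T replicate 1, which lists MIR400 at 0, its adjusted p was 0.00301 in the same edgeR test. A precursor ID without a symbol lists the same counts as MIR400 in all 12 libraries, so the reads of MIR400 are not assigned to it alone. The interaction of MIR400 with genotype was 7.71 (standard error 2.60, adjusted p = 0.174 from edgeR's quasi-likelihood test, adjusted p = 0.00337 from DESeq2). The files do not pair a precursor ID with MIR5654, so it has no value here. In TAIR10.1, MIR400 (AT1G32582) lies on chromosome 1 from 11785936 to 11786037 and MIR5654 (AT1G06597) from 11786292 to 11786371, both within the span of AT1G32583. In the list of PPR regulators, which holds MIR158a and MIR400, 0 of 4 tested precursors passed in edgeR and 0 when adjusted over the list alone, 1 had an unadjusted p under 0.05, and DESeq2 called 2 lower.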

The down-regulations of these miRNAs were correlated to the increasing abundance of their target genes. These miRNAs and their regulations to the targets were showed to be associated with stress. For example, miR158 was decreased when the plants were under nitrogen starvation^50^, miR5654 and its target AtPPC3 were shown to be nitrogen-responsive when the plants were treated with nitrogen^51^. The miR400 was down-regulated, whereas its targets, PPR1 and PPR2, were up-regulated when the plants were challenged with pathogenic bacteria or fungi^52^. In addition to these miRNA targets, other PPR encoding genes were also found to be abrogated after TCV infection. One of these genes, dwarf and delayed flowering 1 (DDF1), showed highest fold change in TCV-infected *dcl1-9* mutant, suggesting there may be other mechanism to control the PPR protein expression other than miRNA regulation. Taken together, this is the first time to show that PPR genes may play an important role in plant anti-viral defense. For future study, a number of candidate miRNAs targets will be investigated after TCV infection. Our results also provided insights for further research on host-virus interactions.

## Conclusion

This is the first summary of TCV responsive transcriptomes and miRNAs in relation to virus defense pathways. There is a significant reduction of DEGs in *dcl1-9* mutant, highlighting DCL1 plays a negative role in anti-TCV response. In addition, PPR genes may play an important role in plant anti-viral defense.

## Methods

### Plant materials and virus inoculation

*Arabidopsis thaliana* ecotype Col-0 (WT) and *dcl1-9* heterozygous plants were grown in plant growth chambers at 22 °C with 18 h light and 6 h dark cycles. DCL1-9/DCL1-9 homozygous plants were distinguished from DCL1-9/dcl1-9 heterozygous plants by PCR amplification with the primers 5′-CTCCGTTCAATTTACTGATTGTAC-3′ and 5′-TTGAATGGTGCCCGTAACTTTCG-3′^53^ using genomic DNA as the templates. The pT1d1 (a full length cDNA clone of TCV)^9^ was obtained from Dr. Jack Morris of University of Nebraska, Lincoln, USA. *Nicotiana benthamiana* leaves were inoculated with *in vitro* transcripts of pT1d1 to generate TCV virions for purification accordingly^15^. A total of 5 ug of purified TCV particles suspended in phosphate buffer containing 50 mM Na_2_HPO_4_ [pH 7.0] and 1% Celite^®^ were inoculated to a 4-weeks-old plant. For the mock plants, equal volume of phosphate buffer was used for inoculation. In order to minimize experimental variations, all leaf samples were consisted of pools of six leafs collected from three inoculated plants. All experiments were repeated three times.

### Protein extraction and western blot

Systemic leaves and inoculated leaves from the inoculated plants at 7 dpi were collected and palverized with mortar and pestle using liquid nitrogen to release total proteins from cells. Cold protein extraction buffer^54^ was added into the powder proportionally. The cell debris was removed by centrifuging samples at 12,000 × *g* for 20 min at 4 °C. Protein samples were then separated on a 12% SDS PAGE gel and transferred onto a nitrocellulose membrane. The membrane was incubated with anti-TCV CP antibody, followed by goat anti-rabbit secondary antibody, and visualized after adding NBT/BCIP (Fermentas).

### RNA extraction, reverse transcription and quantitative real time PCR

Twelve leaf samples from four different groups: mock WT (WT_M), TCV infected WT (WT_T), mock mutant (*dcl1-9*_M) and TCV infected mutant (*dcl1-9*_T) were collected for RNA extraction. Each group contained three biological repeats, in which leaves from four individual plants were pooled together. Total RNA were extracted using Trizol^®^ reagent (Invitrogen). The integrity of these RNA samples were checked by running 0.8% agarose gel electrophoresis. Each RNA sample was measured by NanoDrop^®^ at OD_260 nm_/OD_280 nm_ and Agilent 2100 Bioanalyzer, respectively. Total RNA of each sample (2 μg) was reversed transcribed to cDNA with oligo (dT) primer using SuperScript^®^ III Reverse Transcriptase kit (Invitrogen). Fragments of selected genes were amplified with appropriate primers listed in Supplementary Table S6. Expression levels of the selected genes were analyzed via real-time PCR. *Arabidopsis* tubulin gene was used as an internal control. The expression level of miRNAs were tested by stem-loop RT-PCR according to the stem-loop RT-PCR protocols^55^, using miRNA mature-sequence-specific primers listed in Supplementary Table S6.

### RNA-Seq library construction, sequencing and data analysis

For RNA-Seq, mRNA was enriched from total RNA by Oligo (dT) beads and rRNA was removed by the Ribo-Zero rRNA Removal Kit (Plant Leaf) kit (Illumina). The mRNA was subsequently fragmented randomly by adding fragmentation buffer. Library construction was performed as per standard protocol of NEBNext^®^ Ultra Directional RNA Library Prep Kit for Illumina. Paired-end sequencing was performed on Illumina HiSeq 2000 with read length of 150 bp. The raw reads containing low quality and reads and adaptors were filtered to obtain clean reads. Subsequent bioinformatics analyses were performed with clean reads according to the following pipeline: clean reads were aligned to the *A. thaliana* reference genome by Tophat^56^, the mapped reads were manipulated to BAM files by SAMtools^57^, then calculated the gene expression level by HTseq^58^. Differentially expressed genes were acquired by DESeq2^59^; the unmapped BAM files were converted to Fastq files via bedtools and aligned to virus reference genome by Bowtie 2^60^.

### Small RNA libraries construction, sequencing and data analysis

After quality control tests, the small RNA libraries were constructed by Small RNA Library Prep Kit for Illumina. Single-end sequencing was performed on Illumina HiSeq 2000 with read length of 50 bp. To analyze the known miRNAs in each library, the clean sequencing data were aligned to *A. thaliana* reference genome by Bowtie2. Known miRNAs were analyzed by miRDP^61^ and differentially expressed miRNAs were acquired by DESeq2. For vsiRNAs analysis, the total sRNAs clean reads were mapped to TCV genome by Bowtie2. The completely mapped sRNAs seqences were termed as vsiRNAs that were generated from virus after infection.

## Additional Information

**Acession codes**: Raw sequence data are available through NCBI’s Sequence Read Archive (Gene Expresion Ominbus, accession number: GSE85070).

**How to cite this article**: Wu, C. *et al*. Analyses of RNA-Seq and sRNA-Seq data reveal a complex network of anti-viral defense in TCV-infected *Arabidopsis thaliana*. *Sci. Rep*. **6**, 36007; doi: 10.1038/srep36007 (2016).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

## Figures and Tables

**Figure 1:**
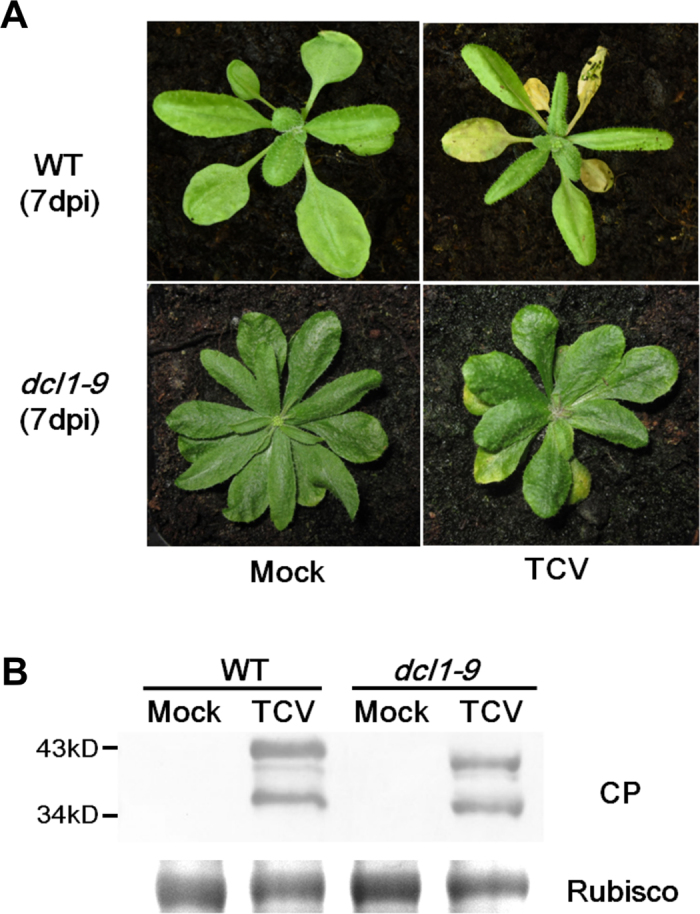
TCV replication level between WT and *dcl1-9* mutant. (**A**) Both WT and *dcl1-9* mutant plants displayed TCV symptoms at 7 dpi. (**B**) Virus replication levels were estimated by Western blot. The intensities of protein bands were quantified by ImageJ software. Rubisco was selected as a loading control.

**Figure 2:**
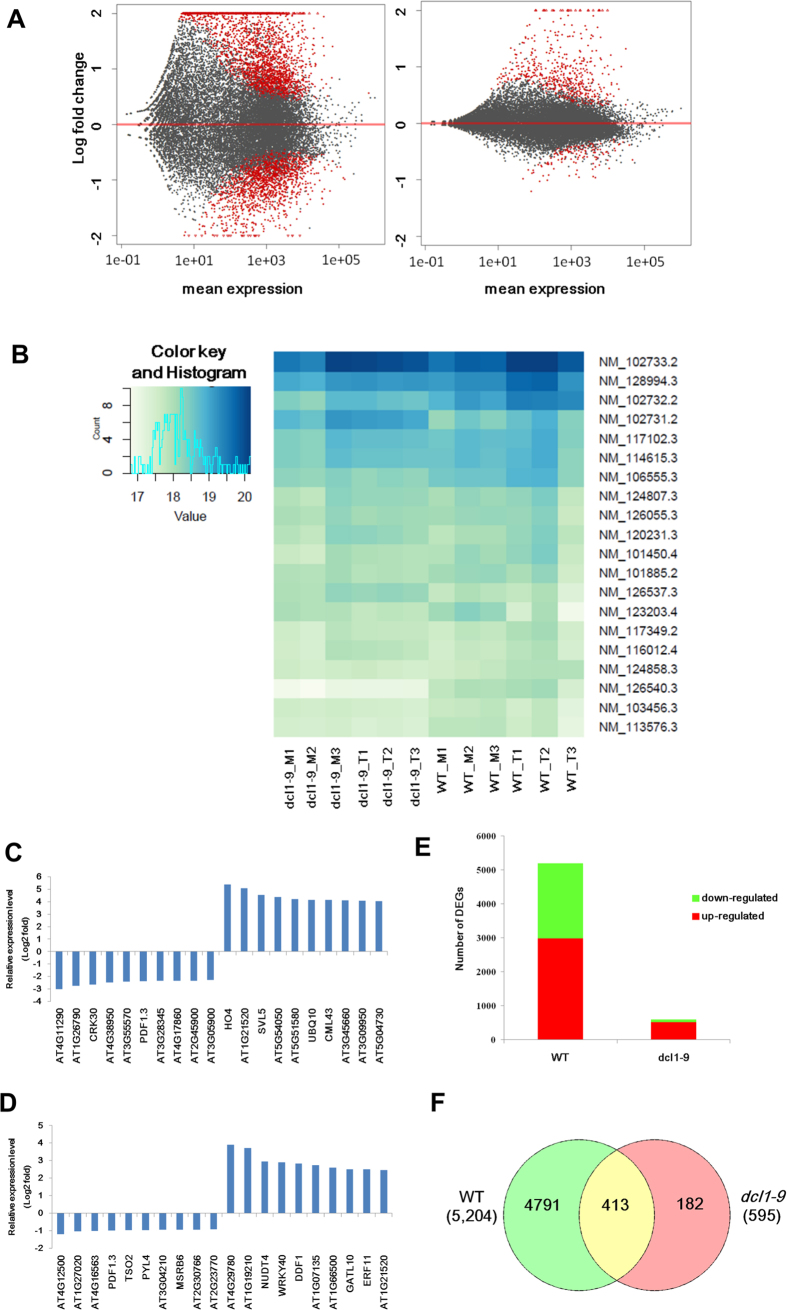
Distribution of differentially expressed genes (DEGs). (**A**) MA-plots, showing the comparisons of global gene expression profiles. Left, WT; right, *dcl1-9* mutant. Each gene is represented as a dot. The red dots represent DEGs (P*adj* < 0.05, >1.5 fold); y-axis represents log2 fold change; x-axis represents average counts (mean expression). (**B**) Heatmap of the top 20 DEGs. (**C,D**) Relative expression levels of the top 20 DEGs of WT (**C**) and *dcl1-9* (**D**). (**E**) Numbers of up-regulated and down-regulated DEGs in WT and *dcl1-9*. (**F**) Venn diagram of WT and *dcl1-9* shared DEGs (yellow) and *dcl1-9* unique DEGs (pink).

**Figure 3:**
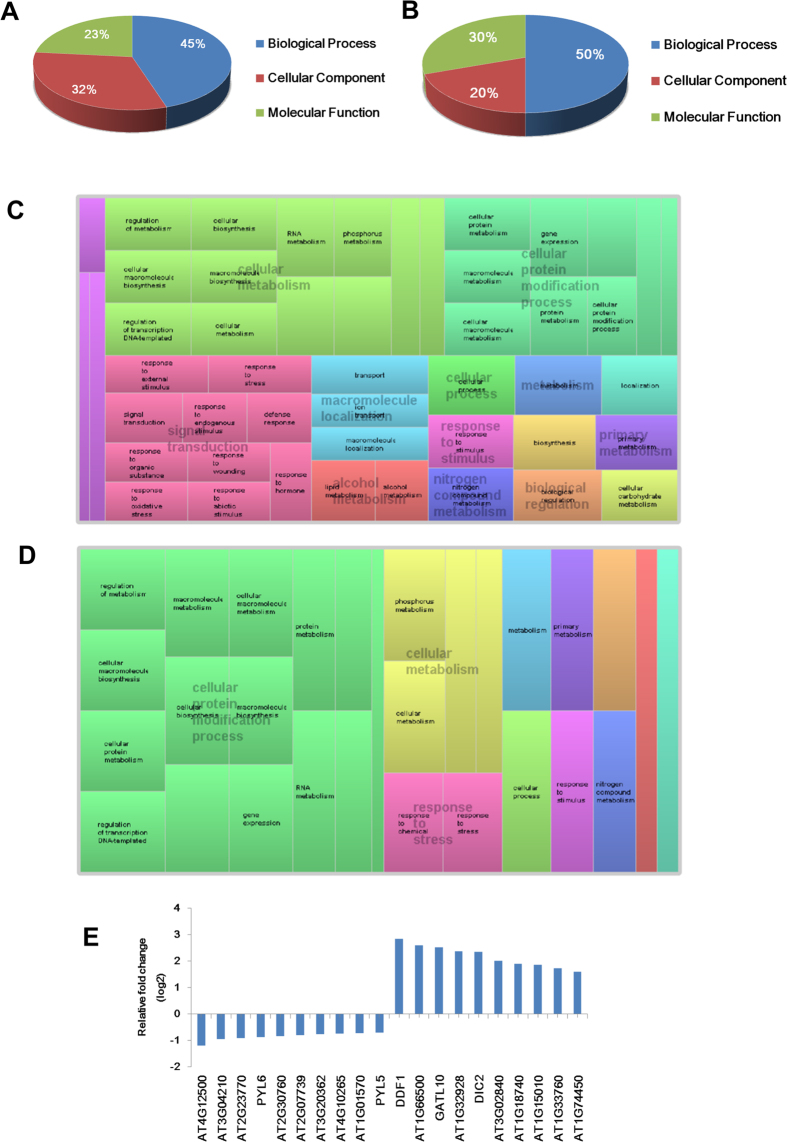
GO analysis of WT and *dcl1-9* shared DEGs and *dcl1-9* unique DEGs. Fraction distributions of WT and *dcl1-9* shared DEGs related GO terms (**A**) and *dcl1-9* unique DEGs related GO terms (**B**) based on three main functions. Treemap visualization of GO biological process terms for the shared (**C**) and unique DEGs (**D**). (**E**) Relative expression levels of the top 10 up-regulated and top 10 down-regulated *dcl1-9* unique DEGs.

**Figure 4:**
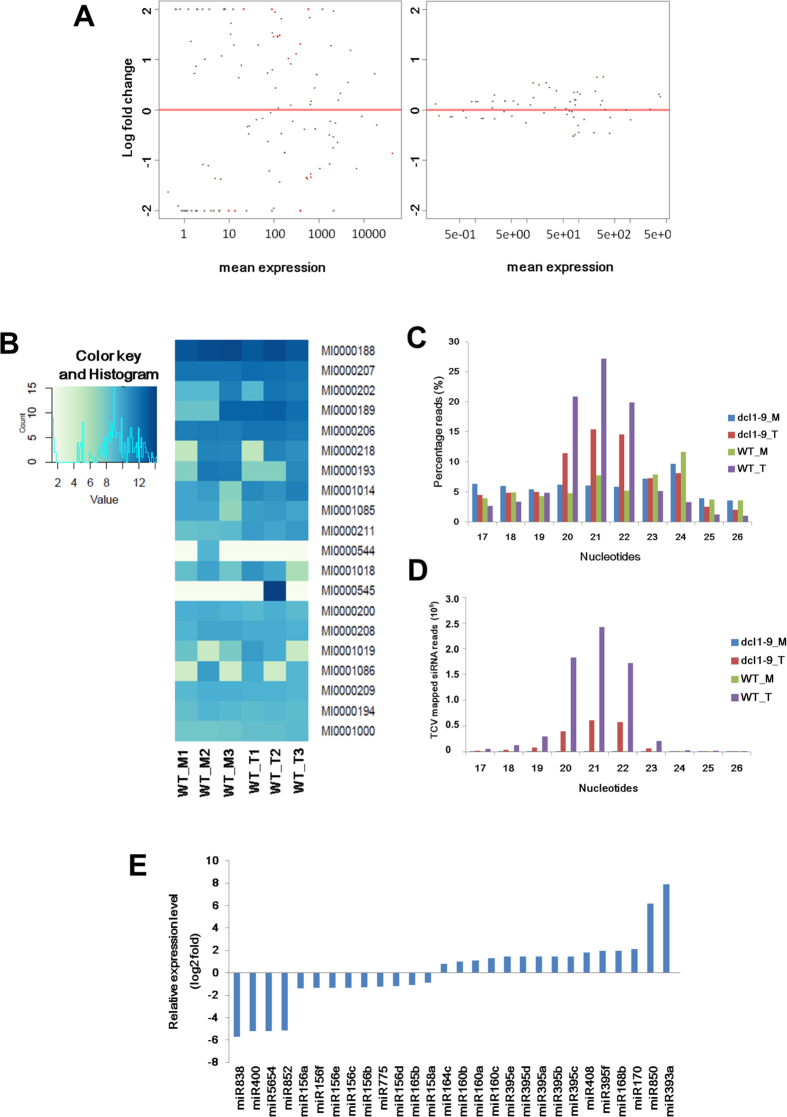
Distribution of differentially expressed miRNAs showed in MA plot (**A**) and heatmap (**B**). MA-plots, showing the comparisons of global miRNAs expression profiles. Each miRNA is represented as a dot. The red dots represent differentially expressed miRNA (P*adj*< 0.05, >1.5 fold); y-axis represents log2 fold change; x-axis represents average counts (mean expression). (**C**) Length distribution of sRNAs. (**D**) Length distribution of vsiRNAs. (**E**) Relative expression levels of the differentially expressed miRNAs.

**Table 1:** Data quality, filtration and alignment summary for transcriptome and sRNA sequencing of TCV infected *dcl1-9* mutant and WT plants.

Sample	Error rate (%)	Raw reads	Clean reads	Ave overall mapping rate to virus	Ave overall mapping rate to host
RNA-seq					
* dcl1-9*_M	0.03	47155365	46712485	0.00%	78.33%
* dcl1-9*_T	0.03	47105814	47086893	1.73%	80.17%
* *WT_M	0.03	47249649	47027652	0.19%	86.60%
* *WT_T	0.03	46493706	46186167	7.19%	85.73%
sRNA-seq					
* dcl1-9*_M	0.01	23404642	22422124	0.54%	63.12%
* dcl1-9*_T	0.01	22075148	21033182	52.63%	52.27%
* *WT_M	0.01	22873226	22026042	0.19%	58.76%
* *WT_T	0.01	22645661	21997229	87.46%	22.37%

**Table 2:** Differentially expressed miRNAs in response to TCV infection.

	miRNA species	miRNA family	Targets
Abundance increased	miR160a-3p/miR160a-5p	miR160	Auxin response factors
	miR160b		
	miR160c-3p/miR160c-5p		
	miR164c-3p/miR164c-5p	miR164	NAC domain containing proteins
	miR168b-3p/miR168b-5p	miR168	AGONAUTE1
	miR170-3p/miR170-5p	miR170	GRAS domain or SCARECROW-like protein
	miR393a-3p/miR393a-5p	miR393	F-box protein; bHLH transcription factors
	miR395a	miR395	ATP sulphurylases
	miR395b		
	miR395c		
	miR395d		
	miR395d		
	miR395e		
	miR395f		
	miR850	miR850	unknown (AtSweet4*)
Abundance decreased	miR408-3p/miR408-5p	miR408	Peptide chain release factor; plantacyanin
	miR156a-3p/miR156a-5p	miR156	SBP family of transcription factors
	miR156b-3p/miR156b-5p		
	miR156c-3p/miR156c-5p		
	miR156d-3p/miR156d-5p		
	miR156e		
	miR156f-3p/miR156f-5p		
	miR158a-3p/miR158a-5p	miR158	Pentatricopeptide Repeat (PPR) protein, At3g03580
	miR165b	miR165	Class III HD-ZIP transcription factors
	miR400	miR400	Pentatricopeptide Repeat (PPR) Protein, At1g06580 & At1g62720
	miR5654-3p/miR5654-5p	miR5654	Pentatricopeptide Repeat (PPR) Protein, AtPPC3
	miR775	miR775	Galactosyltransferase family protein
	miR829-5p	miR829	unknown
	miR838	miR838	unknown (DCL1*; At2g45720*)
	miR852	miR852	unknown (TIR1*)

^*^predicted, targets not-validated.

**Table 3:** Novel miRNAs discovered in this study.

Chr	Strand	Sequence
1	−	UAGCUAAGGAUUUGCAUUCUC
1	+	UGGAAGAUGCUUUGGGAUUUAUU
1	+	GUGAAUGCUCUGUAAA
1	+	UGUGAAUGCUCUGUAAA
1	−	UUAUGUGAUACAUUGACCUCC
1	+	UUAGAGAGUUGUAGG
1	+	AGCUAAGGAUUUGCAUUCUC
1	−	AGCUAAGGAUUUGCAUUCUC
2	−	AGAGGUGACCAUUUGAACAUAAUG
2	+	UGAGAUGAAAUCUUUGAUUGG
2	+	AAAUAGACUUAGAUAG
2	+	AAUAGACUUAGAUAG
2	+	UUUUACUGCUACUUGUGUUCC
2	−	CUUAUGUGUUGCUGCUU
3	+	CUCAUGUUGCAUCCCU
3	+	AGUGACUGUUGAUUUAGU
3	−	AGUGACUGUUGAUUUAGU
3	+	UUGUGCGGUUCAAAUAGUAAC
3	−	AUAUUUUCGUUACUAUUUGAACCG
4	−	AAAAGACUUUGAAAAG
4	−	AAAGACUUUGAAAAG
4	+	ACCGCGGACGGUGUUCUUGAUUGU
4	−	UACGUUGUUGCAGUU
4	+	AUUGUGCUUUGAAUAAUAAUA
5	+	AAUUGUCAGUAUAAAUCUUUGAUC
5	−	GUGGAUUGUGAAUUC
5	+	AAUUGUCAGUAUAAAUCUU
5	+	AGUGACUGUUGAUUUAGU
5	+	UAAGUUAAGAUUUGUGAAGAA
5	−	AGAUCGAUAAACCUCUGCAUC
5	+	AUAUUUUCGUUACUAUUUGAACCG

# Supplementary material for: Analyses of RNA-Seq and sRNA-Seq data reveal a complex network of anti-viral defense in TCV-infected Arabidopsis thaliana
**Source:** Sci Rep. 2016 Oct 26;6:36007. doi: 10.1038/srep36007
**Supplement:** Supplementary Information

**Analyses of RNA-Seq and sRNA-Seq data reveal a
complex network of
anti-viral defense in TCV-infected *Arabidopsis thaliana***

Chao Wu, Xinyue Li, Song Guo and Sek-Man Wong

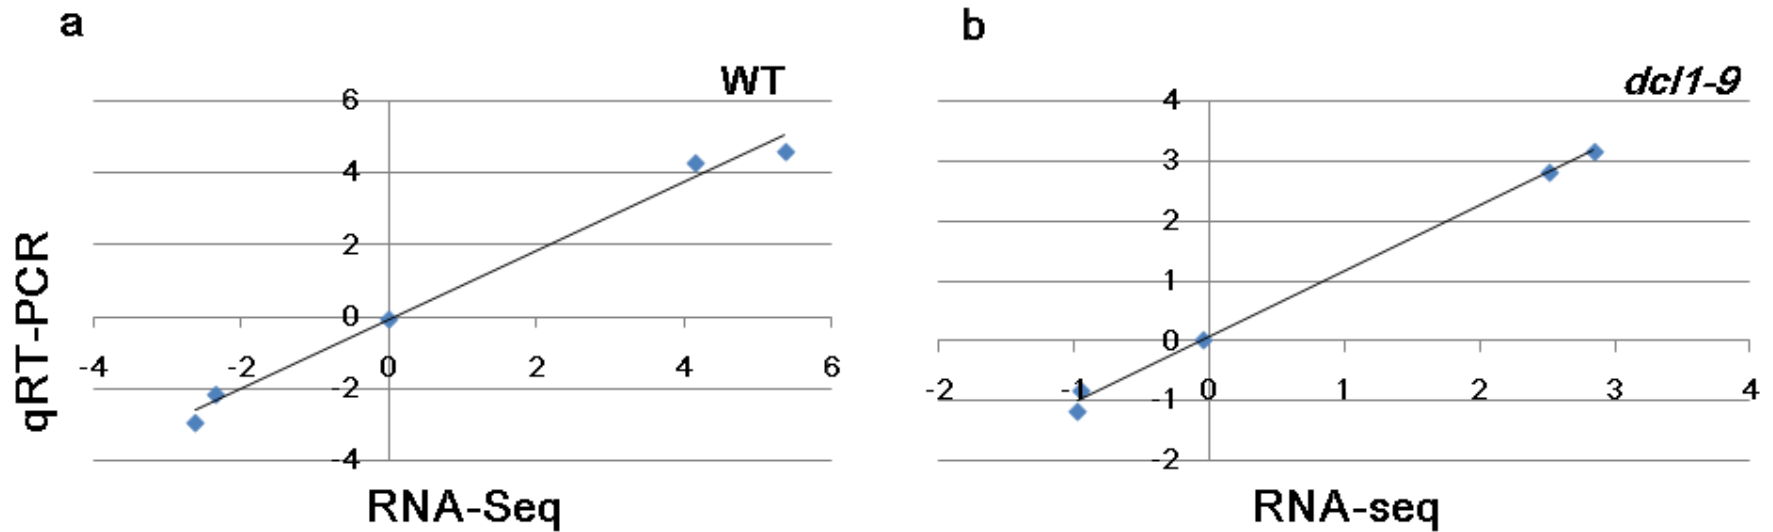

Figure S1. Validation of RNA-Seq data using qRT-PCR.

Fold changes of gene expression were detected by qRT-PCR then plotted against the data of RNA-Seq. The linear relationship between the results from qRT-PCR and RNA-Seq were indicated by the reference line.

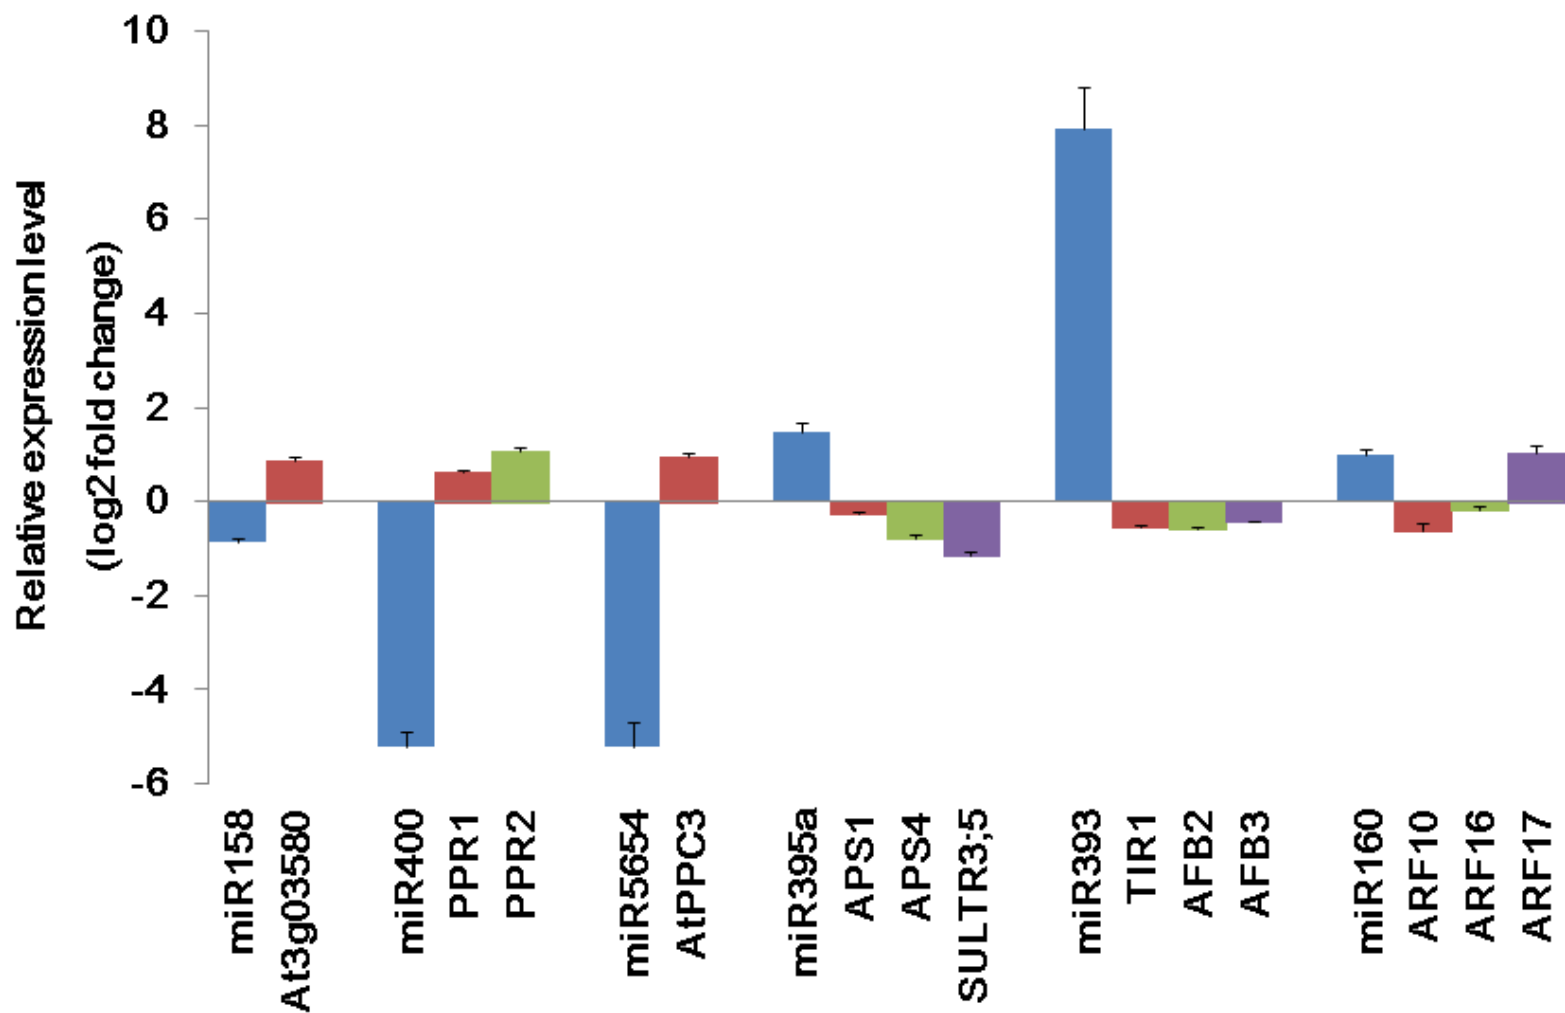

Figure S2. Expression patterns of selected miRNAs and their targets.

Relative expressions was indicated by log2 values. Most targets showed the opposite trends compared with the corresponding miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

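The values come from small RNA sequencing of *A. thaliana* leaves in 4 groups of 3 libraries, WT_M, WT_T, *dcl1-9*_M and *dcl1-9*_T. The authors trimmed the reads, aligned the clean reads with Bowtie2 and counted reads per known miRNA precursor with miRDP, and the deposited values are whole counts without normalization, 1 file per library. The versions of these tools and the placing of reads that match several precursors are not stated. The methods give the pools in 1 place as 6 leaves from 3 plants, as in the sample records, and in another as leaves from 4 plants, and the replicate numbers of the files are not stated to pair samples.

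Precursor IDs were given symbols through the TAIR10.1 annotation, which paired 177 of them. Of the 132 precursors above 0 in at least 1 library, 24 had no symbol, and these held 2.17% of all counts. No ID could be paired with miR5654, so its counts, if listed, were not identified.

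Counts were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) on precursors with at least 10 counts over the libraries compared, and tables and figures were made with Python. WT_T was compared with WT_M and *dcl1-9*_T with *dcl1-9*_M after TMM normalization, the difference between these responses was tested as an interaction over all 12 libraries, and WT counts were also summed by family. *dcl1-9* was compared with WT among mock and among infected leaves with the library size fixed at the group's host-mapped reads, taken from clean reads and mapping rates in Table 1. Table 1 gives these per group and not per library, so differences in depth within a group stay in the spread. Its host and virus rates add to more than all reads for WT_T and for *dcl1-9*_T, and the host rates were used as given. Known miRNA counts relative to host-mapped reads were compared by exact two-sided permutation tests.

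The precursors named in the text are those the paper names in its text, Table 2 or figures, up to 10 per comparison and direction with the largest change among called precursors whose groups do not overlap, members of lists of miRNAs that share a function, and the 5 with the highest total count. This rule was written before the data were examined, and the values in the paper's tables were known then. MIR319a was named after its values were seen. The lists cover the miRNAs of Table 2 as increased and decreased, silencing machinery, auxin, sulfate, phosphate, copper, nitrogen, SPL and AP2 regulators (juvenile and adult leaf stage), HD-ZIP, MYB and TCP, NAC, SCARECROW-like and GRF, NLR and PPR regulators, triggers of trans-acting siRNAs, miRNAs found in phloem sap, miRNAs processed by DCL4 and conserved families.

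Alternatives were other scalings (DESeq2's size factors, library totals, host-mapped reads, clean reads, TMM), DESeq2 1.42.0 with and without its Cook's distance filter, other filters on low counts, a replicate block, a robust fit, a fold threshold, a fit of all 12 libraries and leaving out each library in turn. Whether replicate numbers pair samples was checked by the correlation, between libraries of the same number, of deviations from the group mean (log2 CPM), which ran from -0.07 to 0.12 between WT_M and WT_T and from -0.67 to 0.53 between *dcl1-9*_M and *dcl1-9*_T, from -0.12 to 0.61 between WT_M and *dcl1-9*_M and from -0.39 to 0.15 between WT_T and *dcl1-9*_T. The library of the same number correlated best for 2 of 3 libraries between WT_M and *dcl1-9*_M and for 1, 0 and 0 in the other comparisons in that order. No pairing is stated and none was used, and the replicate block was tried as an alternative.

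The median library held 369309 known miRNA counts in WT_M, 80359 in WT_T, 16471 in *dcl1-9*_M and 13689 in *dcl1-9*_T. Of precursors above 0 in at least 1 library of a group, 51 of 107 in WT_M, 45 of 102 in WT_T, 32 of 58 in *dcl1-9*_M and 25 of 58 in *dcl1-9*_T are at 0 in another library of it, which widens the fitted spread. The fits were tested on simulated data with 4-fold changes. At a moderate spread they recovered 96% of changes for WT infection and 96% for *dcl1-9* infection. They recovered 92% for mock and 96% for infected genotypes and 71% for the interaction. With a spread fitted to these libraries the shares were 4%, 2%, 0%, 0% and 1%, in the same order. For the infection and interaction fits this spread was taken without TMM normalization, unlike in the reported fits. The changed precursors were drawn at random, so these shares do not give the power for the precursors called.

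The RNA-Seq data, virus-derived siRNAs, real time PCR and predicted targets were not analysed.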

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

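The tests of depth, carry-over, clean reads, scaling and listed zeros below were chosen only after the result was seen, while the test of zeros within WT libraries and the splits of the samples were planned.

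The paper's Table 2 and text do not report the changes below, although both list miR850 as increased on infection. MIR167a, MIR167b and MI0000194, which the heatmap of Fig. 4B shows, had log2 fold changes of -0.77, -0.65 and -0.87 in WT_T against WT_M, each past the threshold of edgeR's quasi-likelihood test, and every WT_T library lay below every WT_M library for each. Without 1 library they ran from -0.68 to -0.34, -0.53 to -0.24 and -0.73 to -0.47 in the same order. MIR167a and MIR167b then passed in none of the 6 fits in edgeR and MI0000194 in 1 (without WT_T replicate 2), while DESeq2 called each on all 6 libraries. The miR167 family had -0.43 (adjusted p = 0.319 in edgeR, 0.0162 in DESeq2). In *dcl1-9* against WT, MIR173 was at least 86.6-fold higher in mock and at least 38.8-fold higher in infected leaves, MIR850 at least 14.0-fold higher in mock leaves, MI0015815 at least 32.8-fold higher and MIR840 4.13-fold higher in infected leaves, against a paper statement that covers the lower miRNAs.

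MIR829, MIR838 and MIR852 are at 0 in all 3 WT_T libraries. Lower depth in WT_T argues for fewer counts, but the count expected over the 3 libraries was 24.2 for the lowest (MIR852), far above 0. Zeros also fall on single WT libraries, and of 14 precursors at 0 in exactly 3 of the 6 WT libraries 3 had the zeros fill 1 group, 21.4% against 10% by chance. These 3 are the precursors of the pattern itself, so the share does not decide whether their zeros arose without regard to infection. That and a loss on infection stay open.

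Apart from MIR395d, at 0 in *dcl1-9*_T replicates 2 and 3, the counts of MIR395a to MIR395f were 47 to 151 in all 12 libraries. Their library sums were 368 to 770, while the library totals differed up to 45.6-fold. Reads carried over from WT libraries do not account for this, since the lowest ratio of *dcl1-9*_M to WT_M was 135.9 times that of MIR158a. Counts in proportion to all clean reads would differ by under 1.5 times between groups, and the group means differed 1.57 times (SD 0.320), too close to that bound to exclude this. In WT infection the log2 fold changes of the 6 precursors were 1.45 to 2.04 on host-mapped reads, all past the threshold, and 0.06 to 0.65 on clean reads, none past it, so whether miR395 rose stays open with the choice of scale.

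MIR173, MIR840 and MI0015815 were higher in *dcl1-9*. Scaling alone is argued against, because raw counts were also higher, with a lowest ratio of 2.91. Zeros given to WT libraries when known miRNAs were listed are excluded for MIR840, whose lowest WT count was 28, and cannot be told apart from a true absence for MIR173 and MI0015815, both at 0 in 6 of 6 WT libraries. An effect of *dcl1-9* itself stays open.

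The 6 libraries of a comparison can be split into groups of 3 in 10 ways, the real one included, too few for a share under 0.05. The real split gave 26 calls for WT infection (highest other 2, 1 split as large), 0 for *dcl1-9* infection (highest other 1, 10 as large), 42 for mock genotypes (highest other 0, 1 as large), 60 for infected genotypes (highest other 0, 1 as large) and 1 family (highest other 1, 2 as large). For the interaction, the real labels gave 0 calls, so all 100 relabelings had to give at least as many (the highest 8), which says nothing about chance. The same holds for *dcl1-9* infection.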

How the results depend on the processing

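The setting that keeps only precursors above 0 in every library was chosen after seeing the data. Counts of calls in WT infection (26) became 5 on library totals, 12 on host-mapped reads and 0 with a replicate block, and 1 to 29 when leaving out 1 library. In *dcl1-9* infection (0) there was 1 call by DESeq2, 1 without its Cook's filter, 5 with filterByExpr and 2 with only precursors above 0, and 0 to 6 when leaving out 1 library. Mock genotypes (42) gave 13 with the replicate block and 14 with only precursors above 0, where fewer precursors are tested, and infected genotypes (60) gave 39 by TMM, 38 by DESeq2's size factors, 37 on clean reads and 26 with only precursors above 0. The interaction (0) gave 1 on host-mapped reads, 5 by DESeq2, 7 without its Cook's filter, 6 with only precursors above 0 and 0 to 9 when leaving out 1 library. Families (1) gave 3 by DESeq2's size factors, 14 by DESeq2, 15 without its Cook's filter, 2 with filterByExpr, 2 with the robust fit, 8 with only precursors above 0 and 0 to 10 when leaving out 1 library. Apart from the smaller number tested, the cause was not tested.

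Directions reversed on clean reads for MIR160a (-0.29), MIR160b (-0.39), MIR160c (-0.10) and MIR164c (-0.55) in WT infection. Between mock genotypes MIR168b reversed to 0.77 by TMM, 0.36 by DESeq2's size factors and 0.37 by DESeq2 with or without its Cook's filter, and MIR395a to 3.14, 2.73 and 2.71 under the same settings. Between infected genotypes MIR395a reversed to 1.87 by TMM and 1.64 by size factors and DESeq2. These scalings assume that most precursors do not change. The interaction of MIR156a ran from -0.32 to 2.02 when leaving out 1 library, and the ratio of *dcl1-9*_T to *dcl1-9*_M known miRNA counts relative to host-mapped reads from 0.874 (without *dcl1-9*_T replicate 3) to 2.03. Of 580 values for named precursors in WT infection, 369 kept direction and side of the threshold, 19 passed it, 4 reversed and the others no longer passed it, and for mock and infected genotypes 196 of 222 and 140 of 148 kept both. Taken precursor by precursor, the median shift in log2 fold change was -1.22 on clean reads in WT infection. By TMM this median shift was 2.70 for mock and 2.61 for infected genotypes.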

Differences from the paper's values

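The counts of miRNA species and families, taken at the paper's adjusted p threshold, were 26 and 12 here against the paper's 30 and 17, within 1.5 times. DESeq2 gave 30 species and 14 families. Of these 30, 24 were precursors that Table 2 lists and 6 were not, against 23 and 3 for edgeR. The unit also differs, since precursors were counted here, Table 2 repeats miR395d, and miR5654 has no value here. Clean reads and DESeq2 without its Cook's filter gave 17 families. All these settings were set before the data were examined. On clean reads all 31 calls were lower and 14 of them were among the 26. There the number of families matches, but no raised miRNA was called higher. MIR160a, MIR160b, MIR160c and MIR164c turned lower, and the other precursors called higher by edgeR kept their direction without passing. The Fig. 4E log2 fold changes, read by eye, and those here had the same sign for all 27 precursors.

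The paper's text lists miR164 as lowered, and its Table 2 as raised. Here MIR164c had 0.68 and was called higher (adjusted p 0.00667 to 0.735 over the alternatives set at the start), and was lower only on clean reads. The text lists miR408 as raised and Table 2 as lowered. Here MIR408 had 1.75 and did not pass (adjusted p 0.0101 to 0.779 over the alternatives set at the start), and it passed by DESeq2 without its Cook's filter, without WT_M replicate 2, without WT_T replicate 2, and with only precursors above 0 in every library, a setting chosen after seeing the values that drops 6 Table 2 precursors at 0 in a library (MIR393a, MIR850, MIR400, MIR829, MIR838 and MIR852).

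The paper lists MIR400, MIR158a, MIR393a and MIR850 as changed, and edgeR did not call them as precursors. The family fit of edgeR called miR400 (-5.32, adjusted p = 0.00300), whose summed counts are those of MIR400 alone. MIR400 (adjusted p 3.2e-07 to 0.250 over the alternatives set at the start) passed by DESeq2 with and without its Cook's filter, on clean reads and without WT_T replicate 1. MIR158a (adjusted p 1.5e-04 to 0.638 over the alternatives set at the start) passed by DESeq2 with and without its Cook's filter and with only precursors above 0, which was chosen after seeing the values and drops the same 6 precursors. MIR393a (adjusted p 0.00147 to 0.303 over the alternatives set at the start) and MIR850 (adjusted p 0.00426 to 0.311 over the alternatives set at the start) passed by DESeq2 with and without its Cook's filter, in the fit of all 12 libraries and without WT_T replicate 1. MIR164c, MIR775 and MIR852, called by edgeR, were not called by DESeq2, the paper's tool.

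The paper's text counts 1 more newly predicted miRNA than the 31 rows of its Table 3, some of which repeat a sequence.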

Other observations

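The lists of miRNAs below have no claim of their own. In WT infection with edgeR's quasi-likelihood test, none of 3 phosphate, 10 nitrogen, 4 AP2, 6 MYB and TCP, 1 NLR, 4 trans-acting siRNA trigger and 1 DCL4-processed precursors passed, or did when adjusted over the list alone. At an unadjusted p under 0.05 there were 0, 2, 0, 0, 0, 1 and 0, and DESeq2 called 2 nitrogen precursors higher and 1 trigger lower. In the conserved list, 12 of 66 were higher, 9 lower and 45 did not pass (12 and 9 when adjusted over the list alone).

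Between genotypes, lower precursors in mock and infected *dcl1-9* were 2 of 3 and 2 of 3 for phosphate, 2 of 10 and 3 of 3 for nitrogen, 2 of 4 and 4 of 4 for AP2, 0 of 6 and 2 of 5 for MYB and TCP, 1 of 1 and 1 of 1 for NLR (MIR825) and 0 of 1 and 0 of 1 for DCL4-processed precursors, with 1 MYB and TCP and 0 DCL4-processed precursors at an unadjusted p under 0.05 in mock leaves, 1 and 0 by DESeq2, and 0 DCL4-processed precursors by either in infected leaves. Of the triggers of trans-acting siRNAs, MIR173 was higher in both, 2 of 5 were lower in mock and 1 of 4 in infected leaves.

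The paper's Table 3 has 31 rows, and some rows repeat a sequence. In all 31 rows the sequence matches the TAIR10.1 genome perfectly on the chromosome and strand given, 17 at 1 place and 14 at more. The sequences are 15 to 24 nt long, and in 11 rows they are shorter than 18 nt. In 5 rows the sequence equals an annotated mature miRNA, and in 11 rows, repeats included, it lies inside an annotated miRNA gene.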
